A study of Mus musculus with 4 samples. Its data were reported in "Spatiotemporal Analysis of Mesenchymal Stem Cells Fate Determination by Inflammatory Niche Following Soft Tissue Injury at a Single‐Cell Level" (2024).

How the data were processed

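Spatial RNA was measured on fresh frozen sections of tibial muscle from Nse-Bmp4 mice, which carry a Bmp4 transgene and form bone in muscle after injury. The 4 sections came from uninjured muscle (day 0) and from muscle taken 1, 3 and 7 days after injury, with 1 section per day. The labels state that several muscles were mixed for each group, and how they map onto a section was not settled here. The deposited values were raw UMI counts per gene and capture spot (UMI, unique molecular identifier), made by the authors with 10x Genomics software. The headers of the count tables name Space Ranger 1.2.0, the labels and the methods of the study name other versions, and the genome build is not stated, so no coordinates are given. Each table held 32285 features, and every value was a whole number. All 10835 deposited spots were used. A spot covers several cells, so no doublet caller was run, and spots and clusters of spots are not called cell types. Spot positions, tissue images and the single-cell part of the study were not used here, and no deconvolution was run.

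Counts were summed over the spots of a section and scaled to a common total per section (CPM), with exact Poisson intervals at 95%. Marker lists numbered 26 and were fixed before the data were examined, as were the comparisons, the rule for named genes and all other settings tried except the last named below. They were leukocyte, monocyte/macrophage, M1 macrophage, M2 macrophage, neutrophil, NK cell, T cell, B cell, dendritic cell, MSC (mesenchymal stromal cell), cell cycle, chondrogenic, osteogenic, endothelial, adult myofibre, regenerating muscle, slow myofibre, BMP pathway, STAT, tendon, adipocyte, skin epithelium, Schwann cell, red cell, female and male. The gene symbols in the lists and ligand-receptor pairs numbered 206, and all 206 were among the features. A list's change was the median over its genes of the log2 ratio of CPM to day 0, for genes with at least 10 UMIs over the 4 sections. A gene with fewer than 3 UMIs in a section was entered at 3 UMIs. Intervals of a median came from 1000 Poisson redraws. Each median was also placed among 10000 random lists of the same size, matched on mean expression. That percentile is a description and not a test. With 1 section per day no spread between animals could be measured, and no p-value was computed for any comparison. All intervals cover counting error only.

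Named genes were chosen by rule. For each injured day, among genes that were not mitochondrial and had at least 50 CPM in that section or at day 0, the 5 with the largest and the 5 with the smallest ratio to day 0 were named, along with genes of the fixed lists and pairs. Genes mentioned outside that rule were chosen after their values were seen.

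For comparisons within a section, each spot was thinned at random to 2000 UMIs in 20 draws, and shallower spots were left out. Thinning removed 17 spots at day 0, 513 at day 1, 9 at day 3 and 84 at day 7. Spearman's rho between list sums was computed across the remaining spots, as the mean and range over draws. Spots of a section are not independent replicates, so rho has no p-value. For pairs of a ligand and a receptor, the share of spots with at least 1 UMI of both genes was the mean over draws, with an exact Clopper-Pearson interval from the rounded mean count, and with its ratio to the product of the separate shares. Of the pairs fixed in advance, 1 is not reported here.

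Regions were Leiden clusters of the spots of 1 section. Counts were scaled to 10000 per spot and log transformed. The 2000 most variable genes, 30 principal components, 15 neighbours and a resolution of 0.5 were used, with seed 1. The fixed lists, mitochondrial genes and haemoglobin genes were left out of the clustering. List CPM in the region richest in monocyte/macrophage RNA, among regions of at least 20 spots, was divided by list CPM in the rest of the section.

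Tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Scanpy 1.11.5, leidenalg 0.10.2, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. The other settings tried for lists were edgeR TMM factors, DESeq2 size factors, a total without mitochondrial, haemoglobin and myofibre genes, spots with at least 1000 UMIs, all list genes, and the summed UMIs of a list. For spots they were thinning to 1000 or 4000 UMIs, a partial rho given the share of adult myofibre UMIs, and, for pairs, all UMIs. For regions they were a resolution of 1, a total without mitochondrial, haemoglobin and myofibre genes, and clustering of the 4 sections merged. Leaving out genes at or under 3 UMIs in both sections was added after seeing the data.

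The calculations were tested on simulated data with the depths of these sections, except that regions were simulated at day 0 depths only. Changed genes were drawn from better-counted genes, so lists of genes with few UMIs were not covered. In the comparisons with day 0, from 95% (day 3) to 98% (day 7) of 200 changed genes were recovered within 0.5 on the log2 scale. In each comparison the interval held the true change for 8 of 8 lists. Lists that were independent in simulated spots gave a rho between -0.01 and 0.02 after thinning, against 0.531 to 0.885 without thinning. Each of those lists had the same share in every spot, so a shared dependence on myofibre RNA was not simulated. Of spots drawn from 2 kinds, 99.9% fell in a region of their own kind.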

Results

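Spatial transcriptomes were examined for 4 sections of Nse-Bmp4 tibial muscle, 1 each at days 0, 1, 3 and 7 after injury. There were no replicate sections, so each value below describes a single section. The day 0 section had 2107 spots and 43871586 UMIs, the day 1 section 2667 spots and 16777832 UMIs, the day 3 section 3029 spots and 56113066 UMIs, and the day 7 section 3032 spots and 41832640 UMIs. The median depth per spot was 21029 UMIs at day 0, 6322 at day 1, 16087 at day 3 and 12119.5 at day 7. Spots had a median of 3710, 1897, 3760 and 3206 genes, in the same order. Day 1 was the shallowest section, with 513 spots (19.2%) under 2000 UMIs, against 17 spots at day 0. Adult myofibre genes took 28.9% of all UMIs at day 0, 15.7% at day 1, 9.69% at day 3 and 17.0% at day 7. Mitochondrial genes took 13.5%, 17.8%, 11.7% and 11.7%. Pearson's r of log2 CPM across genes, which are not independent replicates, lay between 0.912 and 0.967 for the pairs of sections. All sections had RNA of the Y-linked male list, and the female gene Xist had 0 UMIs at days 0, 1 and 3 and 2 UMIs at day 7.

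The first comparison set each injured section against the uninjured section, to follow inflammation and the fate of mesenchymal cells through the formation of ectopic bone. The scaling mattered to every ratio, and the fall of muscle RNA may be part of the cause. A total without mitochondrial, haemoglobin and myofibre genes moved log2 ratios by -0.21 at day 1, -0.45 at day 3 and -0.31 at day 7. TMM factors moved all log2 ratios by -0.19 at day 1, -0.54 at day 3 and -0.63 at day 7, and medians relative to that shift are given beside the CPM medians of the main lists. The leukocyte list rose from 50.2 CPM at day 0 to 621 at day 1, 1087 at day 3 and 313 at day 7. Its median log2 ratio was 3.30 (95% Poisson interval 3.19 to 3.49) at day 1, 4.29 (4.16 to 4.43) at day 3 and 2.63 (2.49 to 2.71) at day 7. Each lay above all 10000 matched random lists. Relative to the TMM shift the medians were 3.11, 3.76 and 2.001. The alternative that moved this list most was the use of size factors at day 7, with a median of 1.99.

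The immune lists rose to different extents. The monocyte/macrophage list went from 379 CPM at day 0 to 1535 at day 1, 8028 at day 3 and 2042 at day 7, with median log2 ratios of 1.995, 4.26 and 2.15. The neutrophil list was highest at day 1, with medians of 6.19 at day 1, 4.76 at day 3 and 1.29 at day 7, and 2 of its 7 usable genes were entered at the bound of 3 UMIs. The M1 macrophage list had medians of 3.97 (2.82 to 4.84), 3.37 (2.34 to 4.33) and 1.07 over 3 usable genes, so days 1 and 3 were not told apart by the median. Its CPM was higher at day 3, at 101 against 65.6 at day 1, and Fcgr1 held 82.7% of its UMIs at day 1. The M2 macrophage list had medians of 1.04, 2.53 and 1.49. Its genes did not move together: Mrc1 rose from 31.2 CPM at day 0 to 189 at day 3, while Retnla fell from 60.6 to 19.7 CPM. The dendritic cell list had medians of 1.71, 3.40 and 3.07. The NK cell list had medians of 4.03 at day 3 and 3.16 at day 7, from 0.775 CPM at day 0. The T cell list had medians of 0.97, 2.85 and 2.47, and its 0.954 CPM at day 1 was no higher than its 1.12 CPM at day 0. At day 1, 6 of its 8 genes were entered at the bound of 3 UMIs. Cd8a, for example, went from 4 UMIs to 0 and still entered with a ratio of 0.97, so no direction was read from that median. The B cell list had medians of 1.19, -0.36 and 0.81, and the Poisson intervals of the medians at days 1 and 3 included 0. Its genes moved apart: Ighm, which held 90.2% of the list's UMIs at day 1, fell from 39.7 CPM at day 0 to 26.8 at day 1 and 22.4 at day 3, and Cd79b rose from 0.752 to 2.15 and 3.81 CPM. Summed UMIs of the list gave log2 ratios of -0.47 at day 1 and -0.63 at day 3.

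For the NK cell, chondrogenic and osteogenic lists the day 1 median was 1.39. That value is the ratio of the day 0 and day 1 totals for genes at or under 3 UMIs in both sections, so no direction was read from it. Without such genes, an alternative chosen after seeing the data, the day 1 median was 0.93 for the NK cell list, 1.96 for the chondrogenic list and -0.40 for the osteogenic list. These medians still rested on genes with few UMIs. The first was the ratio of Nkg7 (11 UMIs at day 0, 8 at day 1) and the last that of Dmp1 (31 and 9). The chondrogenic median lay between Acan (2 and 4) and Matn3 (2 and 5), both entered at 3 UMIs at day 0.

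The genes of the MSC list moved in opposite directions at day 1, so its median, 0.09 (0.02 to 0.19) on the CPM scale and -0.10 relative to the TMM shift, does not describe them. Adam12 (1.88), Ly6a (0.84) and Ly6e (0.62) were higher, Pdgfra (-0.44), Cxcl12 (-0.56) and Prrx1 (-0.92) were lower, and no counting interval of the 6 included 0. The sum of the list was 498 CPM at day 0 and 677 at day 1. At day 3 its median was 1.24 (1.19 to 1.30), or 0.71 relative to the shift, and at day 7 it was 0.86 (0.81 to 0.90), or 0.23. Among random lists these had percentiles of 94.0 and 93.1, inside the middle 95%. The cell cycle list had a median of 0.48 (0.28 to 0.61) at day 1, 2.52 (2.43 to 2.65) at day 3 and 1.12 (0.99 to 1.24) at day 7. Relative to the shift these were 0.29, 1.98 and 0.49. All 16 genes were higher at days 3 and 7 on the CPM scale, and 10 of 16 at day 1.

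The chondrogenic list rose from 7.20 CPM at day 0 to 40.0 at day 1, 54.7 at day 3 and 1932 at day 7. Its day 7 median was 8.58 (8.20 to 9.08), or 7.95 relative to the shift, above all random lists, and all 11 genes were higher. At day 3 the median was 1.05 (0.38 to 1.41) (percentile 93.2 of random lists). A single gene held most of the list early: Sox9 had 68.3% of its UMIs at day 1, and Comp had 63.0% at day 3. Sox9 had 3.90 CPM at day 0, 27.3 at day 1, 15.6 at day 3 and 84.5 at day 7. The osteogenic list had 13.9 CPM at day 0, 6.62 at day 1, 20.8 at day 3 and 338 at day 7. Its median was 0.38 (-0.36 to 0.87) at day 3, where no change was detectable, and 2.57 (2.35 to 3.62) at day 7, or 1.94 relative to the shift. Runx2 rose from 0.274 CPM at day 0 to 10.1 at day 3 and 9.94 at day 7, whereas Sp7 had 1, 1 and 3 UMIs at days 0, 1 and 3 and reached 38.6 CPM at day 7. Ibsp held 64.2% of the list at day 7. Bglap had 3 UMIs at day 0 and 2 at day 7, so late osteoblast RNA was not detectable by that gene.

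**Figure D1:**
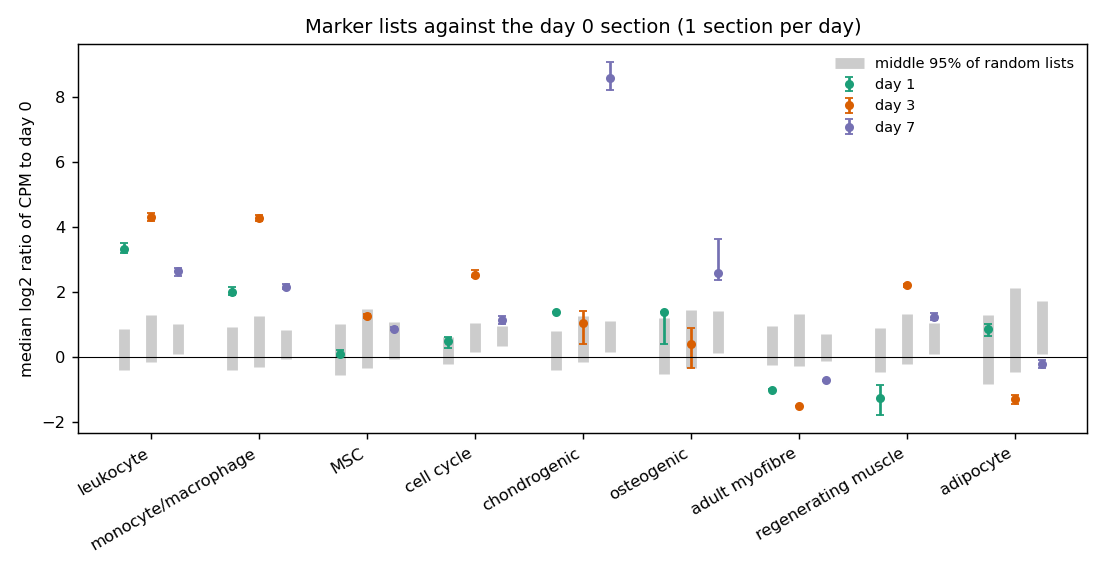
Median log2 ratio of CPM to day 0 for 9 marker lists at days 1, 3 and 7 (points, with 95% Poisson intervals) and the middle 95% of 10000 matched random lists (grey bars), 1 section per day. The chondrogenic list reached 8.58 at day 7 and the leukocyte list 4.29 at day 3, while the day 1 points of 1.39 for the chondrogenic and osteogenic lists reflect section depth for genes near 0 counts.

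Other tissue lists gave context. Medians at days 1, 3 and 7 were -1.03, -1.52 and -0.74 for adult myofibre, -1.26, 2.19 and 1.21 for regenerating muscle, and 1.39, 0.63 and 1.01 for slow myofibre. The endothelial list had medians of -1.08, -1.22 and -0.15, the tendon list 1.95, 2.65 and 2.23, and the STAT list 1.04, 1.53 and 1.16. The adipocyte list had medians of 0.84, -1.32 and -0.22. The Schwann cell list had medians of -0.47, -1.27 and -0.06, the red cell list -1.10, -1.48 and -1.50, and the male list -0.33, -0.08 and 0.72. The skin epithelium list had 1 usable gene, Krt10, with ratios of -0.32, 0.20 and -0.54, and the day 3 ratio was -0.33 relative to the TMM shift.

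The BMP pathway list had medians of 0.07, 1.05 and 1.09, and the day 1 value was -0.12 relative to the shift. Bmp4 RNA was 9.48 CPM at day 0, 2.68 at day 1, 4.99 at day 3 and 9.49 at day 7. The paper states that the transgene joins Bmp4 cDNA to a polyadenylation signal of SV40. Whether its RNA was counted as Bmp4 was not settled here, so these values are not read as transgene levels. Id3, a target of BMP signalling, had 33.6 CPM at day 0, 91.7 at day 1, 177 at day 3 and 186 at day 7. Of transcription factors the study linked to bone and cartilage, Gli1 had 0.866 CPM at day 0, 0.477 at day 1, 0.873 at day 3 and 6.19 at day 7. Sox4 had 14.8, 7.63, 8.75 and 39.1 CPM on these days, and Creb3l1 had 24.9, 5.19, 19.5 and 33.5 CPM. The day 7 log2 ratio of Creb3l1 was 0.43, less than the TMM shift at that day, so its direction reversed on that scale. Tnc rose from 4.97 CPM at day 0 to 130 at day 3 and 224 at day 7. Col1a1 fell from 2253 CPM at day 0 to 214 at day 1 and was 10600 at day 7.

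Among genes with at least 50 CPM, the largest increases at day 1 were those of Ccl7, Spp1, Chil3, Ccl2 and S100a9, with ratios to day 0 from 897 for Ccl7 to 116 for S100a9. At day 3 they were those of Spp1, Ccl7, Trem2, Ltbp2 and Prg4, and Spp1 reached 969 CPM (961 to 977) from 0.251 CPM at day 0. At day 7 they were those of Acan, Ibsp, Tnn, Col2a1 and Col9a1. Acan went from 2 UMIs to 292 CPM, with a counting interval of 1774 to 52935 for the ratio. Col2a1 went from 0.296 to 618 CPM, a ratio of 2087. The largest decreases were those of Aqp4, Actc1, B230312C02Rik, Clec3b and Aldoart1 at day 1, of Actc1, Aqp4, Ky, Klhl33 and Nrep at day 3, and of Depp1, Slc25a25, Actc1, B230312C02Rik and Ppp1r27 at day 7. Actc1 was 6066 CPM at day 0, 246 at day 1, 143 at day 3 and 926 at day 7. The gene identifiers were ENSMUSG00000029304 for Spp1, ENSMUSG00000030607 for Acan, ENSMUSG00000022483 for Col2a1 and ENSMUSG00000068614 for Actc1.

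The second comparison asked which immune RNA lay in the same spots as RNA of the MSC, cell cycle, chondrogenic and osteogenic lists. Which cells carried the cell cycle RNA was not tested. Monocyte/macrophage and cell cycle RNA had a rho of 0.148 (range over draws 0.104 to 0.180) at day 1 and 0.526 (0.505 to 0.543) at day 3, against -0.00379 (-0.0422 to 0.0369) at day 0. Given the share of myofibre UMIs, the alternative that moved these values most, rho was 0.0249 at day 1 and 0.117 at day 3. Monocyte/macrophage RNA was itself low where myofibre RNA was high, with a rho of -0.823 at day 3. Monocyte/macrophage and chondrogenic RNA had a rho of 0.0772 (0.0499 to 0.117) at day 3, and monocyte/macrophage and osteogenic RNA had a rho of 0.0167 with a range that included 0. M2 macrophage and osteogenic RNA had a rho of 0.0195 (-0.00862 to 0.0494) at day 7. At the same depth, the share of spots with any osteogenic UMI was 3.74% at day 3 and 30.6% at day 7, and so small a share may limit rho at day 3.

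Beside these, monocyte/macrophage and MSC RNA had a rho of 0.190 at day 1, 0.353 at day 3 and 0.254 at day 7, against 0.0980 at day 0. At days 1, 3 and 7 it was 0.0787, 0.0654 and 0.152 given the myofibre share. M1 macrophage and cell cycle RNA had a rho of 0.0876 at day 1 and 0.176 at day 3, which became 0.0031 and 0.031 given the myofibre share. M2 macrophage RNA had a rho of 0.259 with cell cycle RNA and 0.0891 with chondrogenic RNA at day 3. Given the myofibre share these were 0.036 and 0.063. Neutrophil and cell cycle RNA had a rho of 0.105 at day 1, and 0.0302 given the myofibre share. Monocyte/macrophage and chondrogenic RNA had a rho of 0.183 at day 7, which became -0.0374 given the myofibre share. Tendon and chondrogenic RNA had a rho of 0.389 at day 7, and 0.206 given the myofibre share.

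**Figure D2:**
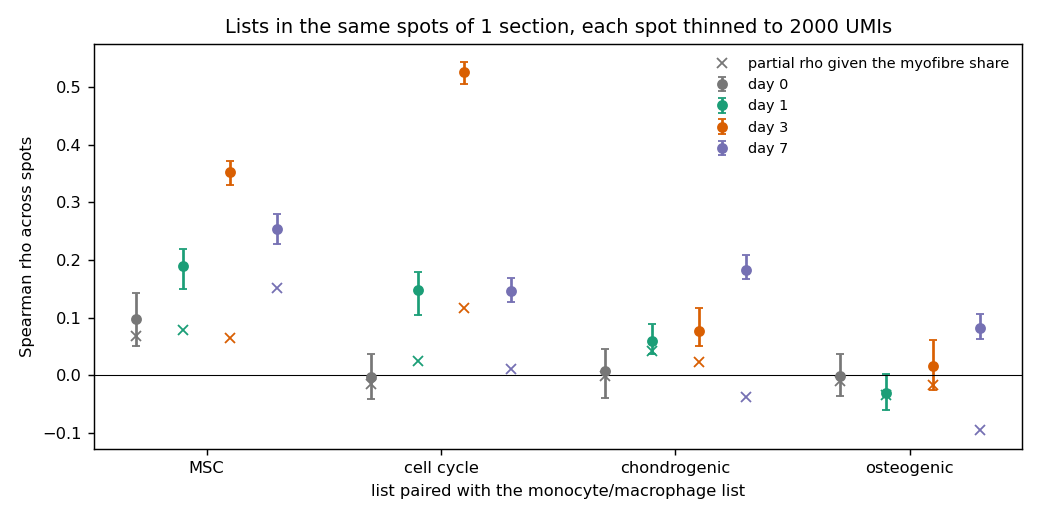
Spearman's rho across spots between the monocyte/macrophage list and 4 other lists in each section (points, with the range over 20 thinning draws) and the partial rho given the myofibre share (crosses). At day 3 rho with the cell cycle list was 0.526, and 0.117 given the myofibre share.

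The third comparison counted spots with RNA of both a ligand and its receptor, for pairs the study had placed in shared spots. Thbs1 and Cd47 were both present in 1.66% of day 1 spots (95% interval 1.17 to 2.31), against 0.189% (0.0522 to 0.489) at day 0, and the day 1 ratio to the product of their shares was 1.69. Without thinning, the alternative that moved the share most, it was 6.07% at day 1 and 9.68% at day 0, so the order of the days was the opposite in spots of unequal depth. The day 1 ratio fell with depth as well, to 1.38 at 4000 UMIs and 1.135 with all UMIs. With all UMIs the day 0 ratio was 1.165. After thinning, Thbs1 and Cd47 shared more spots at day 3 (7.49%) and day 7 (2.59%) than at day 1. Tnf and Tnfrsf1b were both present in 2 day 1 spots, 0.0998% (0.0112 to 0.335), and in 0 of 2090 spots at day 0, which allows a share of up to 0.144% when the limit is set at 3 spots and 0.176% by the exact interval. That is too few to compare with the product of their shares. At day 3, Lgals9 and Cd44 were both present in 4.48% of spots (3.76 to 5.27), with a ratio of 1.30, against 0.361% (0.165 to 0.753) at day 0. The day 0 ratio for that pair was 1.55 on 8 spots. With all UMIs its ratio was 1.158 at day 3 and 1.275 at day 0. At day 1 Lgals9 and Cd44 shared 2.65% of spots, with a ratio of 1.35, and at day 7 1.035%, with a ratio of 1.19. These pairs concern spots that hold several cells, so sharing a spot does not place both genes in touching cells. Ratios of random gene pairs were not computed, so a ratio above 1 is not read as a link between these genes.

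The last comparison asked whether MSC, cell cycle, chondrogenic and osteogenic RNA was higher in the region richest in macrophage RNA. Clustering gave 9 regions at day 0, 7 at day 1, 10 at day 3 and 9 at day 7. The richest region had 512 spots and 3808 CPM of the monocyte/macrophage list at day 1, 602 spots and 14722 CPM at day 3, and 294 spots and 4166 CPM at day 7. At day 0 the richest region, of 96 spots, was led by fat genes such as Cfd and Retn, and its ratios were 1.59 (1.505 to 1.69) for the MSC list and 1.10 (0.953 to 1.25) for the cell cycle list. At day 1, list CPM there over the rest of the section was 1.81 (1.73 to 1.89) for the MSC list and 2.11 (1.97 to 2.26) for the cell cycle list. At a resolution of 1, the alternative that moved these values most, the MSC ratio was 3.47 in a region of 54 spots, whereas with merged sections it was 1.04 (0.998 to 1.08) in a region of 1753 spots and no longer differed from 1. The day 1 ratios of the chondrogenic list, 0.921 (0.733 to 1.15), and of the osteogenic list, 0.622 (0.301 to 1.16), did not differ from 1 at this depth. With merged sections they were 1.28 (1.09 to 1.51) and 0.581 (0.393 to 0.858), and with the total without mitochondrial, haemoglobin and myofibre genes 0.757 (0.602 to 0.943) and 0.511 (0.247 to 0.954), so no direction was read for the chondrogenic list. At day 3 the ratios were 1.55 for the MSC list, 2.88 for the cell cycle list, 1.45 (1.35 to 1.56) for the chondrogenic list and 1.43 (1.27 to 1.61) for the osteogenic list. With the total without mitochondrial, haemoglobin and myofibre genes they were 1.17, 2.18, 1.10 (1.02 to 1.18) and 1.08 (0.961 to 1.22), so the osteogenic ratio no longer differed from 1. At day 7 they were 0.376 (0.367 to 0.386) for the chondrogenic list and 0.451 (0.427 to 0.477) for the osteogenic list. The leading genes of that day 7 region included Gpnmb, Myl4, Tnnt2 and Casq2. Its ratio for the regenerating muscle list, 3.795 (3.73 to 3.86), was above its monocyte/macrophage ratio of 2.77. Its ratios therefore describe a region rich in regenerating muscle RNA as well as macrophage RNA. The day 7 ratio was 0.963 (0.917 to 1.01) for the cell cycle list and 0.943 (0.920 to 0.967) for the MSC list. Both depended on the clustering: at a resolution of 1, in a region of 41 spots, they were 2.01 and 2.13, and with merged sections, in a region of 43 spots, 1.98 and 2.13. Of the lymphocyte lists, the NK cell list had ratios of 2.28 (2.0 to 2.60) at day 3 and 5.12 (4.12 to 6.35) at day 7, and the T cell list 2.23 (1.83 to 2.72) and 2.63 (2.13 to 3.25). At day 1 the NK cell ratio was 2.83 (1.45 to 5.31), on 16 UMIs in the region and 32 in the rest. The B cell list had ratios of 1.815 (1.47 to 2.23) at day 1, 1.51 (1.36 to 1.68) at day 3 and 0.605 (0.534 to 0.683) at day 7. Other settings were not run for the ratios of these 3 lists.

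At day 7 the chondrogenic list peaked in a separate region of 266 spots, 8.77% of the section, with 12121 CPM. That region also had 2006 CPM of the osteogenic list and 792 CPM of the cell cycle list, and 1769 CPM of the monocyte/macrophage list. Its leading genes included Col9a3, Cnmd and Snorc. At day 3, the chondrogenic list was highest, at 507 CPM, in a region of 127 spots with 2214 CPM of the tendon list and 550 CPM of the adipocyte list. At day 0 it was highest, at 223 CPM, in a region of 16 spots with 2677 CPM of the tendon list. A day 3 region of 184 spots, led by the interferon-response genes Rsad2, Cmpk2 and Ifit1, had 12963 CPM of the monocyte/macrophage list and 1384 CPM of the cell cycle list. Its chondrogenic list was lower than in the whole section, at 36.2 against 54.7 CPM. The osteogenic list had 21.6 CPM there and 20.8 CPM in the section. With the 4 sections merged, 12 of 14 clusters drew at least 90% of their spots from 1 section.

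**Figure D3:**
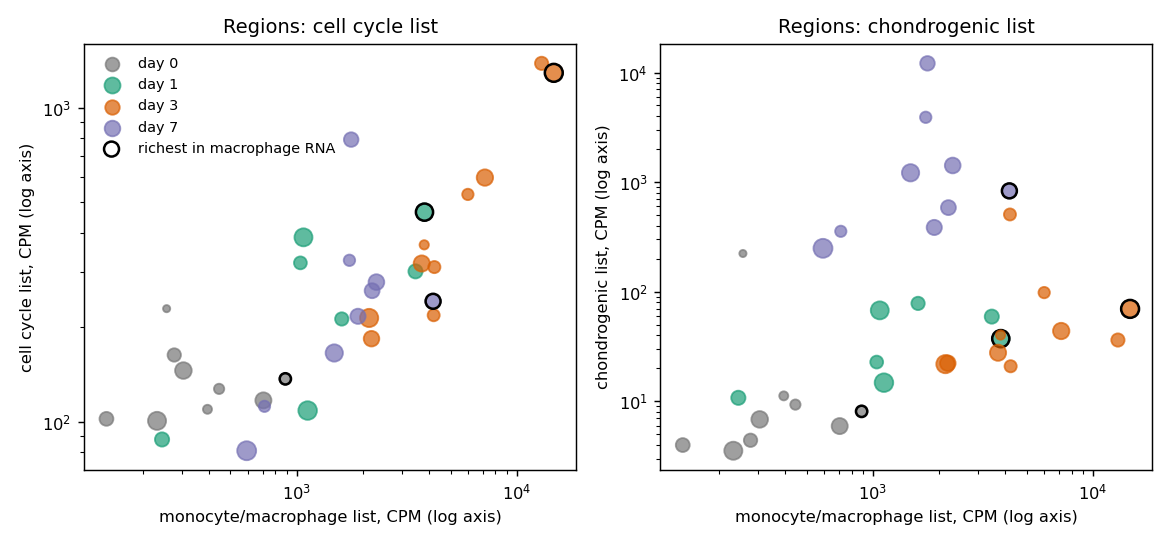
List CPM per region on log axes, with the monocyte/macrophage list on the x axis and the cell cycle list (left) or chondrogenic list (right) on the y axis, for regions of each section (point area grows with the square root of the spots). The day 7 region with 12121 CPM of the chondrogenic list had 1769 CPM of the monocyte/macrophage list, against 4166 CPM in the region circled as richest.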

Values the study reported

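The study grouped the spots of its spatial sections into 12 clusters.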

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

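The tests in this part were chosen only after the results were seen, although the other scalings and the summed UMIs they use were settings fixed beforehand. The regenerating muscle list was singled out because it moved in opposite directions on separate injured days, both on the CPM scale and relative to the TMM shift. Its median log2 ratio to day 0 was -1.26 (-1.80 to -0.89) at day 1, 2.19 (2.14 to 2.24) at day 3 and 1.21 (1.14 to 1.34) at day 7. The difference between days was not tested, since each day had 1 section. Under 3 other scalings the day 3 median was at least 1.63 and the day 1 median stayed below 0. That does not argue against scaling as the cause, because keeping its direction on the TMM scale was part of the selection. The other scalings moved ratios by amounts close to the TMM shift. Actc1 was not the only lower gene at day 1, where 7 of the 8 genes of the list were lower. The median without it, -0.91, adds nothing, because such a median stays below 0 whichever gene is left out. A uniform loss of muscle RNA cannot give the day 3 value, which lay 3.71 above the adult myofibre median on the log2 scale. At day 1 the list lay only 0.23 below the adult myofibre median (a difference of -0.23), so a common loss of muscle RNA could give the median. It could not give the change of every gene, since the adult myofibre median was a fold of 0.49. Actc1 (0.041) and Mymk (0.10, 0.058 to 0.164) were lower, and Myog (0.61, 0.55 to 0.67) and Myod1 (1.26, 1.16 to 1.37) higher. The counting intervals of Mymx, Myh3, Myh8 and Pax7 included 0.49. A difference between animals or between the parts of muscle that were cut stays open, as does the day after injury, which the design names. The list's direction at days 3 and 7 depended on taking the median over genes. Summed UMIs gave -2.96 and -2.18, because Actc1 alone had 6066 of the list's 6178 CPM at day 0.

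The adipocyte list was singled out for the same reason. Its median log2 ratio was 0.84 (0.63 to 1.00) at day 1, -1.32 (-1.46 to -1.18) at day 3 and -0.22 (-0.34 to -0.10) at day 7, and the difference between days was not tested. The day 1 median was 0.63 or more under 3 other scalings and the day 3 median stayed below 0. Scaling as the cause was not tested by this either, because the TMM scale was part of the selection and the other scalings were close to it. Fat lying in a small part of each section is a candidate explanation: the region richest in the list held 75.0% of its UMIs at day 0, 53.3% at day 1, 76.8% at day 3 and 57.9% at day 7. Those regions had 4.56%, 6.11%, 4.19% and 9.70% of the spots, so the amount of fat cut could move the section's value. The size of that region did not track the list in every section, since at day 7 it was the largest of the 4 while the list was below day 0. A change of fat tissue with the day after injury stays open and was not tested.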

How the results depend on the processing

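The alternative that left out genes at or under 3 UMIs in both sections was chosen after seeing the data, and the others were not. No paired analysis was possible because each day had 1 section. Each other setting gave values.

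Requiring 1000 UMIs per spot kept the sign of all 15 changes of the 5 main lists, and so did using all list genes. TMM and size factors kept 13 of 15 signs. The exceptions were the MSC list at day 1 and the osteogenic list at day 3, whose interval included 0. These scalings move every ratio of a day by the same amount, which is the cause of their changes. The cause was not tested for the other changed values in this part, except where it is stated.

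With TMM factors the leukocyte medians were 3.11, 3.76 and 2.001 at days 1, 3 and 7, those of the MSC list -0.10 (reversed), 0.71 and 0.23, and those of the cell cycle list 1.98 at day 3 and 0.49 at day 7. The chondrogenic medians were 1.197 at day 1 and 7.95 at day 7, the osteogenic median 1.94 at day 7, and the skin epithelium ratio at day 3 reversed to -0.33.

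With size factors the leukocyte medians were 3.11, 3.73 and 1.99, those of the MSC list -0.10 (reversed), 0.68 and 0.22, and those of the cell cycle list 1.96 at day 3 and 0.48 at day 7. The chondrogenic medians were 1.197 at day 1 and 7.94 at day 7, the osteogenic median 1.93 at day 7, and the skin epithelium ratio at day 3 reversed to -0.36.

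With the total without mitochondrial, haemoglobin and myofibre genes the leukocyte medians were 3.09, 3.84 and 2.32, those of the MSC list -0.12 (reversed), 0.79 and 0.55, and those of the cell cycle list 0.27, 2.06 and 0.81. The chondrogenic median was 1.18 at day 1, the osteogenic median 2.26 at day 7, and the skin epithelium ratio at day 3 reversed to -0.25.

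Summed UMIs gave leukocyte ratios of 3.63 at day 1 and 4.44 at day 3, MSC ratios of 0.44, 1.37 and 0.97, and a cell cycle ratio of 1.03 at day 1. They gave chondrogenic ratios of 2.47, 2.92 and 8.07 and osteogenic ratios of -1.07 at day 1 (reversed) and 4.60 at day 7. The T cell ratio at day 1 reversed to -0.23, because its median had 6 of 8 genes entered at the bound of 3 UMIs. The regenerating muscle ratios at days 3 and 7 reversed to -2.96 and -2.18, because Actc1 had most of that list's UMIs at day 0.

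With at least 1000 UMIs per spot, the day 1 medians of the chondrogenic and osteogenic lists were both 1.402. This follows the section totals, which set that value. Without genes at or under 3 UMIs in both sections the chondrogenic median was 1.96 at day 1 and the osteogenic medians were -0.40 at day 1 (reversed) and 3.88 at day 7, because such genes carry only the ratio of totals. The day 1 medians still rested on genes with few UMIs. With all list genes the skin epithelium ratio reversed to -0.36 at day 3 and 0.069 at day 7, because its added genes had 0 to 4 UMIs per section.

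For spots thinned to 1000 UMIs, rho of monocyte/macrophage with cell cycle RNA was 0.0938 at day 1 and 0.400 at day 3, and rho of M2 macrophage with osteogenic RNA was -0.00868 at day 7. Thinned to 4000 UMIs, the first pair had 0.192 at day 1 and 0.639 at day 3. Given the myofibre share it had 0.0249 and 0.117, monocyte/macrophage with chondrogenic RNA had 0.0226 at day 3, and M2 macrophage with osteogenic RNA had -0.0628 at day 7. That partial rho reversed 8 other values. For chondrogenic RNA at day 7 it gave -0.0432 with leukocyte, -0.0374 with monocyte/macrophage, -0.0303 with M2 macrophage and -0.00295 with T cell RNA. For osteogenic RNA at day 7 it gave -0.0625 with leukocyte, -0.0960 with monocyte/macrophage and -0.00537 with T cell RNA, and B cell with MSC RNA at day 7 had 0.00845.

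The share of spots with both genes follows depth by construction. For Thbs1 and Cd47 at day 1 it was 0.781% at 1000 UMIs, 2.63% at 4000 and 6.07% with all UMIs, and for Lgals9 and Cd44 at day 3 it was 1.37%, 12.7% and 50.7%. For Tnf and Tnfrsf1b at day 1 it was 0.338% with all UMIs.

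Regions depended on the clustering. At a resolution of 1 the day 1 ratios were 3.47 for the MSC list, 1.72 for the cell cycle list and 0.495 for the chondrogenic list, and the day 3 ratios 1.71, 2.36 and 1.61. The day 7 ratios were 2.13 for the MSC list (reversed), 2.01 for the cell cycle list, 0.496 for the chondrogenic list and 0.244 for the osteogenic list. With merged sections the day 1 ratios were 1.04, 2.42 and 1.28 for the MSC, cell cycle and chondrogenic lists, and the day 3 ratios 1.74, 3.31 and 1.32. The day 7 ratios were 2.13 for the MSC list (reversed), 1.98 for the cell cycle list, 0.495 for the chondrogenic list and 0.244 for the osteogenic list. With the total without mitochondrial, haemoglobin and myofibre genes the day 1 ratios were 1.49 for the MSC list and 1.73 for the cell cycle list. The day 3 ratios were 1.17, 2.18, 1.10 and 1.08 for the MSC, cell cycle, chondrogenic and osteogenic lists, and the day 7 ratios 0.836, 0.854, 0.334 and 0.400. The MSC ratio at day 1 with merged sections and the osteogenic ratio at day 3 with that total no longer differed from 1. Both day 7 ratios for cartilage and bone stayed below 1 under all 3 alternatives.

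Among the other values, 153 list medians moved beyond their counting interval, 20 up and 133 down, and 113 values of rho moved, 40 up and 73 down. Of the other shares of spots, 15 rose and 6 fell, and of the day 0 region ratios 1 rose and 1 fell.

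Depth limited the day 1 section most, where thinning to 2000 UMIs left out 19.2% of spots. At day 1 the T cell list had 5 UMIs in the macrophage-rich region and 11 in the rest, and its ratio, 2.57 (0.7003 to 8.03), could not be told from 1. The shared spots of Tnf and Tnfrsf1b rest on few UMIs.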

Other observations

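The tests of shallow day 1 spots, of reads shared between Actc1 and Acta1, and of bone-forming cells as a source of Spp1 were chosen only after the results were seen, as was the use of the partial percentile in reading the macrophage tests, and the other tests were written before their values were seen. Within the cell cycle list, the day 1 change was uneven: the 5 genes of S phase had a median log2 ratio of 1.79 and the other 11 a median of -0.08. In genes outside the marker lists, 38 S-phase genes had a median of 1.06 at day 1 and 45 G2/M-phase genes a median of 0.36. The latter had a percentile of 90.6 among random lists, and the median of all genes was 0.27, so no rise of G2/M genes beyond other genes was read at day 1. The gap between these medians was 0.70 (0.51 to 0.87) at day 1, -0.20 (-0.46 to -0.11) at day 3 and 0.17 (-0.02 to 0.27) at day 7. After drawing days 0 and 3 down to the day 1 total, the day 3 gap was -0.31 (range over draws -0.44 to -0.10). Low depth alone thus did not give a positive gap at day 3. Both sections then had equal totals, so the unequal totals of the day 1 comparison were not tested as the cause. The gap is consistent with cells entering S phase at day 1 with mitosis following later. A p53 response is also consistent with the data, because a list of 15 p53 targets had a percentile of 99.5 among random lists at day 1. That list was as high at day 3, with a percentile of 99.1, when the gap was reversed. Which cells carried this RNA was not tested.

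The shared spots of macrophage RNA with MSC and cell cycle RNA at day 3 were set against 500 random gene sets matched to the macrophage list. The rho of the macrophage list with the MSC list had a percentile of 98.2 among them, and with the cell cycle list a percentile of 99.4. Random sets themselves had median rho values of 0.183 and 0.299, so sharing spots with these lists was common among genes of that level. Given the myofibre share, the percentiles were 86.4 and 91.8. By the rule written beforehand the first percentiles would count against a shared loss of myofibre RNA. The partial rho with the MSC list did not stand out from random sets. It was 0.0693 here and 0.0654 in the spot comparison above, under an upper limit of 0.108 for random sets. For the cell cycle list the reading depended on the estimate. The partial rho behind its percentile was 0.0925, under an upper limit of 0.113, but the value given above was 0.117, over that limit. A shared loss of myofibre RNA cannot be told apart from a link between macrophages and cells with MSC or cell cycle RNA. Macrophage, MSC and cell cycle RNA were all high where myofibre RNA was low.

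Cartilage RNA was also counted in the muscle at day 7. The region richest in adult myofibre RNA, 766 spots, had 249 CPM of the chondrogenic list, against 12121 CPM in the cartilage region and 7.20 CPM in the day 0 section. For 17 genes outside the lists that were near absent at day 0 and abundant in the cartilage region, the level in the muscle region was a median of 2.51% of that in the cartilage region, and 88.2% of them lay within 2-fold of that median. The chondrogenic genes had a median of 2.03%. A common ratio is consistent with RNA that spread between spots. A few cartilage cells within those spots could give the same ratio and were not excluded, so low chondrogenic UMIs in the muscle region are not read as expression there.

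Spp1, which is used as a bone marker in some settings, peaked at day 3. Its rho with the monocyte/macrophage list was 0.327 at day 1, 0.546 at day 3 and 0.135 (0.0915 to 0.162) at day 7, and at day 7 its rho with the osteogenic list was 0.0629 (0.0307 to 0.0921). The osteogenic list had a UMI in 1.27% of day 1 spots and 3.74% of day 3 spots. So small a share may limit its rho with any gene, which was not tested, so no contrast between the lists is drawn at those days. The day 7 values met the rule written beforehand for a link to macrophages, but do not bear on day 3, a reading chosen after they were seen. At day 1 Spp1 had 585 CPM in the region richest in macrophage RNA and 820 CPM in its own top region. At day 3 the regions richest in macrophage and in osteogenic RNA were the same, with 1760 CPM of Spp1, and its top region had 5443 CPM. At day 7 it had 337 CPM in the region richest in macrophage RNA and 85.7 CPM in the region richest in osteogenic RNA. Bone-forming cells are argued against as the main source of the day 3 peak: the top region had 21.6 CPM of the osteogenic list, against 20.8 CPM in the whole section, while Spp1 was 969 CPM in the section. That region had 12963 CPM of the monocyte/macrophage list. Macrophages cannot be told apart from other cells of regions with little myofibre RNA as the source, because the rho with macrophage RNA was not tested against that shared absence.

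Actc1 fell more than other muscle RNA. In the most muscle-rich region of each section it had 113 UMIs per 1000 Acta1 UMIs at day 0, 7.36 at day 1, 2.34 at day 3 and 27.5 at day 7. The largest fold below day 0 was 48.2, which argues against a loss of myofibre RNA as the whole cause. Reads shared with Acta1 are argued against as well, because the ratio over whole sections was 103 at day 0 and 6.42 at day 3. A day 0 animal or muscle with unusually high Actc1 may explain the pattern, since only 1 uninjured section was measured, and an effect of injury stays open too.

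The spots left out by thinning at day 1 had a higher share of immune RNA. Day 1 spots under 2000 UMIs had 1779 CPM (1666 to 1899) of the leukocyte list, against 585 CPM (573 to 596) in the deeper spots. Per spot they had fewer leukocyte UMIs, 1.78 against 4.41, as their depth was low. The day 1 values of rho leave these spots out and may differ from those of the whole section. The cause of the low depth in these spots was not tested.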
